A study of Drosophila melanogaster with 33 samples. Its data were reported in "Characterization of a metazoan ADA acetyltransferase complex" (2019).

How the data were processed

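The series comprised 33 chromatin immunoprecipitation sequencing (ChIP-Seq) libraries from early Drosophila melanogaster embryos, of which 14 were from wild type and 19 from Ataxin-7 mutant embryos. The libraries fell into 13 groups by genotype and target. Processed files analysed here were 2 peak lists, both for Ada2b ChIP in the Ataxin-7 mutant, 1 list for each replicate. Each list was assigned to its library through the replicate name in the labels. None of the 14 wild type libraries was an Ada2b ChIP, and no list from them was used here, so genotypes were not compared.

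The authors aligned single reads to Drosophila genome version dm3 with bowtie and called peaks with MACS2 under its default parameters. Peaks were called per replicate and not on pooled reads. The control library given to the peak caller was not stated. Chromosome names in both lists (with Het, U and Uextra sequences) were those of dm3. The deposited fold enrichment is a ratio of the ChIP pileup, the number of fragments over a base, to the local background at the summit of a peak. The authors' lists also give −log10 p-values and −log10 q-values at the summit, where the q-value is adjusted within a list. The deposited peak score equalled the −log10 q-value multiplied by 10 and cut to a whole number in 100% of peaks of both lists. Scores, fold enrichments and q-values are the authors' values for each peak, and they were used to describe, rank and filter peaks within a list. A difference in fold enrichment between the lists was not read as a difference in binding, since depth and background differ between libraries.

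A peak was counted as found in both replicates when it overlapped a peak of the other list by at least 1 bp. The share found in both was compared with 1000 random placements of the peaks of a list within their chromosome, between the first and the last peak of either list, in a one-sided permutation test whose smallest possible p is 0.001. Peaks found in both lists were combined and merged into non-overlapping loci, as the study did for its reference set, with 2 of 2 replicates required here. Ranks were compared by Spearman's rho over peaks that paired one to one, with a two-sided permutation test. The log2 score of peaks found in both lists was compared with that of the remaining peaks of the same list by a two-sided permutation test on the difference of medians. Both tests drew 100000 resamples, and the smallest p they can give is 1e-05. The number of peaks on arms 2L, 2R, 3L, 3R, X and 4 was compared with the span between the first and last peak on each arm by a chi-square test of goodness of fit. Peaks are not independent replicates, so these tests describe 2 libraries and not a population of embryos. Confidence intervals of shares are 95% Wilson intervals and cover counting error only. The named loci are the 10 reproduced loci with the best mean within-list rank of the score over both lists, a rule fixed before the data were examined.

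Total read numbers were not used here. The depth behind each peak was recovered from the deposited fold enrichment and −log10 p-value, which together determine the whole-number pileup at the summit and the background when the p-value is a Poisson tail probability and 1 is added to both terms of the ratio. The recovered values returned the deposited −log10 p-values within 1.44e-04 in replicate 1 and 2.51e-04 in replicate 2, while the next best whole number missed by at least 0.0428 and 0.0458. Backgrounds above the lowest value were whole multiples of a fixed step, after allowing for windows of 1 kb and 10 kb, in 100% of peaks of both lists, where 8.01% and 11.0% would fall there by chance. The step is what 1 control fragment is worth at the depth of the ChIP library. Dividing the background by the step gave the local control in fragments. At the lowest background, which 20.6% of peaks in replicate 1 and 26.0% in replicate 2 had, this value is a constant of the list. At other peaks it may be an average over a window of 1 kb or 10 kb. The pileup and the local control did not exceed 400 fragments in either list. This is the number of distinct fragments of 200 bp that can cover a base on both strands when duplicates are removed. The method recovered the pileup of 100% of 1864 simulated peaks.

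Alternatives tried were a reciprocal overlap of at least 50%, a gap of up to 500 bp, the upper 50% of each list by score, chromosome arms alone, rotation of all peaks of a chromosome by a random offset, merging of loci within 500 bp, ranking by width, base pairs covered in place of peak number, and each list alone. Leaving out peaks at a local control of 200 or more fragments was added after the data were examined. An annotation of dm3 was not used here, so distances to transcription start sites (TSSs), tRNA genes and gene names at the loci were not analysed. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Overlap, permutation and recovery functions were tested on simulated data.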

Results

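Ada2b is a subunit of the SAGA histone acetyltransferase complex and of the smaller ADA complex, and Ataxin-7 anchors the deubiquitinase module within SAGA. The series profiled H2B, ubiquitinated H2B, H3, H3K9ac, H3K14ac and total chromatin by ChIP-Seq in embryos of wild type and Ataxin-7 mutant flies. Ada2b was profiled in the mutant alone. Ada2b ChIP was represented by 2 mutant libraries, and the comparisons below ask how far their peak lists coincide and where the peaks lie. Genotypes were not compared, since the series has no wild type Ada2b library and no other wild type list was used here.

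The list of replicate 1 held 4654 Ada2b peaks and that of replicate 2 held 4484, a mean of 4569 ± 120 (SD, n = 2). The median peak width was 309 bp in both lists, with quartiles of 252 and 394 bp in replicate 1 and 249 and 390 bp in replicate 2. The shortest peak was 200 bp in both lists, and the longest was 4320 bp in replicate 1 and 5477 bp in replicate 2. Peaks covered 1705 kb in replicate 1 and 1634 kb in replicate 2. The authors' fold enrichment had a median of 3.09 in replicate 1, with a range from 1.60 to 14.9. In replicate 2 the median was 3.57 and the range 1.63 to 18.9. Chromosome arms carried 4455 peaks of replicate 1 and 4262 peaks of replicate 2. The remaining 199 and 222 peaks lay on heterochromatic, unplaced or mitochondrial sequence.

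The pileup recovered at the summit had a median of 92 fragments in replicate 1 and 82 fragments in replicate 2. At these medians the Poisson counting error is 10.4% and 11.04% of the pileup. The lowest background in the list was 24.6 fragments in replicate 1 and 18.2 in replicate 2, a ratio of 1.35, so replicate 1 was the deeper ChIP library. The control held 4.00 times the fragments of the ChIP library in replicate 1 and 5.51 times in replicate 2. With a ceiling of 400 fragments and these backgrounds, fold enrichment could not exceed 15.6 in replicate 1 or 20.9 in replicate 2. The highest pileups were 400 and 387 fragments, and 74 and 55 peaks had a pileup of 300 or more. Differences among the strongest peaks are therefore compressed, and more so in replicate 1.

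**Figure D1:**
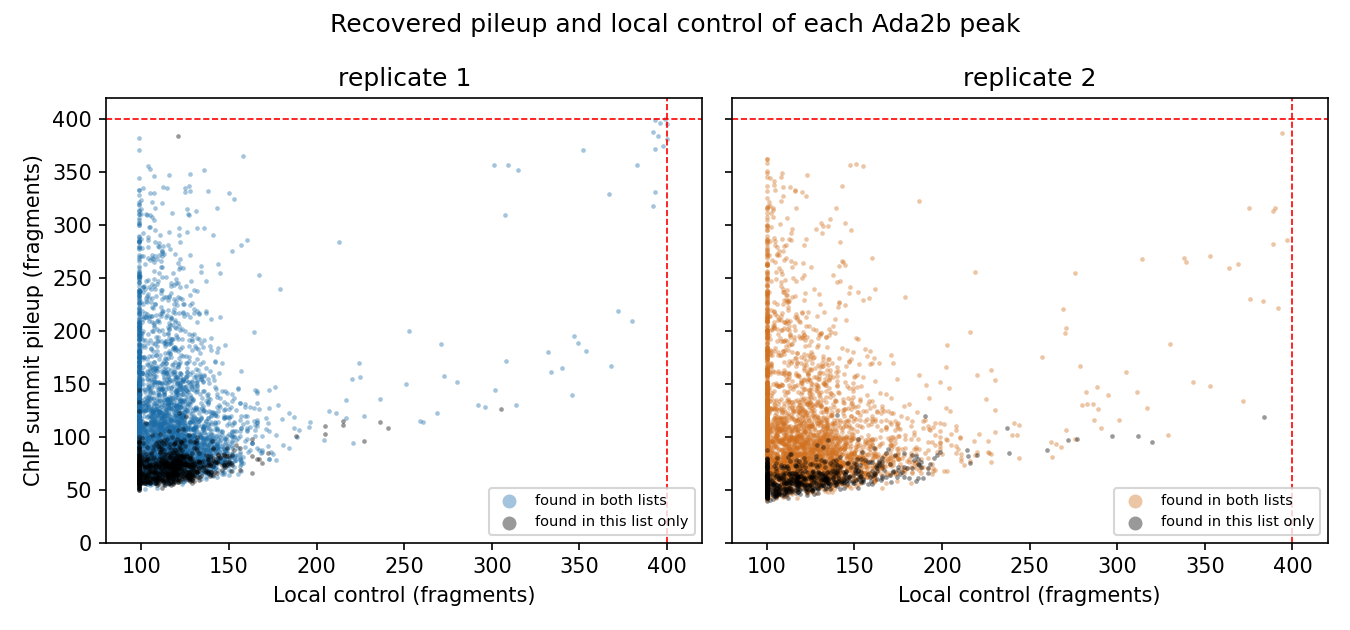
Each point is an Ada2b peak, with the local control in fragments on the x axis and the ChIP pileup at the summit in fragments on the y axis, for replicate 1 (left) and replicate 2 (right). Dashed lines mark the ceiling of 400 fragments, and black points, the peaks found in 1 list alone, lie mostly at low pileup.

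To determine which peaks were reproducible, the lists were overlapped. In replicate 1, 3807 of 4654 peaks (81.8%, 95% Wilson interval 80.7% to 82.9%) overlapped a peak of replicate 2. In replicate 2, 3820 of 4484 peaks (85.2%, interval 84.1% to 86.2%) overlapped a peak of replicate 1. Random placement gave a mean share of 2.71% in replicate 1 and 2.86% in replicate 2, and at most 3.55% and 3.66%. The one-sided permutation p was 0.001 for both lists, the smallest that 1000 placements can give. A reciprocal overlap of 50% moved the shares most, to 77.2% and 80.2%.

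The share found in both lists rose with the peak score. In the lowest 10% by score it was 46.8% (interval 42.3% to 51.3%) in replicate 1 and 48.3% (interval 43.7% to 52.9%) in replicate 2. In the highest 10% it was 99.8% and 100%. Median −log10 q was 22.3 for peaks of replicate 1 found in both lists and 8.36 for the remaining 847. The corresponding values in replicate 2 were 23.2 and 8.33, with 664 peaks found in that list alone. On the log2 scale the median score of peaks found in both lists was higher by 1.42 in replicate 1 and by 1.48 in replicate 2. The two-sided permutation p was 1e-05 in both lists, the smallest that the resamples can give. Allowing a gap of 500 bp moved these differences most, to 1.30 and 1.37.

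**Figure D2:**
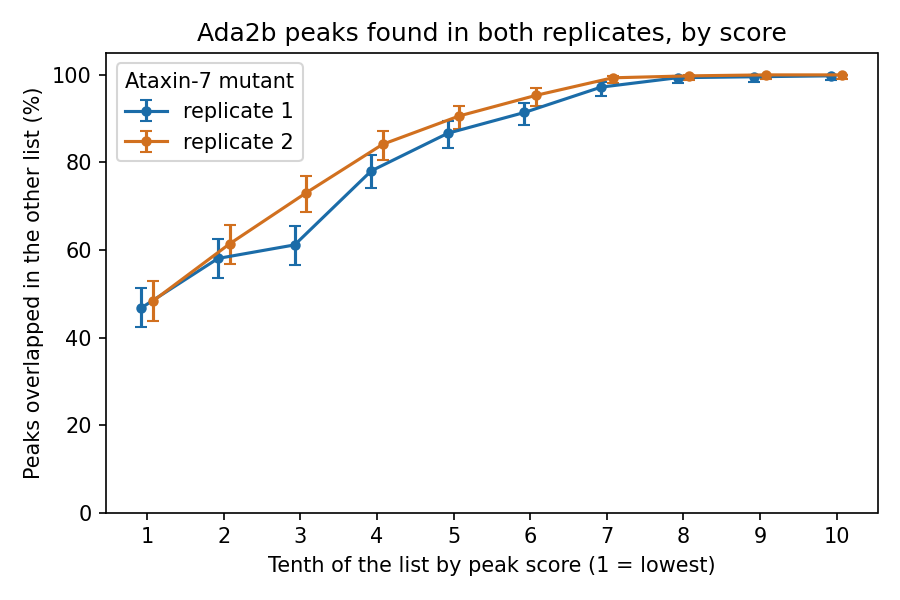
The share of Ada2b peaks overlapped in the other list (y axis, percent) is plotted for each 10% of a list by peak score (x axis, 1 is the lowest), with 95% Wilson intervals as bars. The share rises from 46.8% to 99.8% in replicate 1 and from 48.3% to 100% in replicate 2.

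Peak ranks were compared over the 3645 pairs of peaks that overlapped one to one. Spearman's rho of the score was 0.897 across peaks, with a two-sided permutation p of 1e-05, the smallest the resamples can give. Ranking by width lowered rho most, to 0.742. Summits of paired peaks lay a median of 18 bp apart, and 90% of pairs lay within 74 bp. Among the 500 highest scoring peaks of each list, 447 overlapping pairs were found.

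Combining the peaks found in both lists gave 3750 reproduced loci that covered 1627 kb. Their median width was 356 bp, with quartiles of 300 and 463 bp, and the widest locus was 6482 bp. Of these loci, 3594 lay on chromosome arms. The number of loci fell to 1942 when the upper 50% of each list by score was used, an alternative that removes peaks by construction.

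The 10 loci with the best mean rank lay on 3R (3 loci), X (3 loci), 4 (2 loci), 2R (1 locus) and 3L (1 locus). Positions are in dm3 and are 1-based. The first locus was on chromosome 3L from 14104489 to 14104950, with fold enrichments of 14.5 in replicate 1 and 18.9 in replicate 2. The next was on chromosome 2R from 21070367 to 21070956, with fold enrichments of 13.2 and 18.9. The following locus, on chromosome X from 3028512 to 3029371, had fold enrichments of 12.5 and 18.8. On chromosome 4, the locus from 1000294 to 1000931 had fold enrichments of 12.8 and 18.2. Over all 10 loci, the width ranged from 426 to 1209 bp. Fold enrichment ranged from 10.6 to 14.5 in replicate 1 and from 16.7 to 18.9 in replicate 2. The pileup ranged from 324 to 371 fragments in replicate 1 and from 333 to 362 in replicate 2, near the ceiling of 400, so the order within these loci is loosely determined. Genes at these loci were not analysed here.

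The distribution of peaks over chromosome arms differed from an even spread over the spans. The chi-square statistic was 80.2 in replicate 1 (5 degrees of freedom, p = 7.51e-16), 81.7 in replicate 2 (p = 3.67e-16) and 54.8 for reproduced loci (p = 1.45e-10). Reproduced loci had a density of 30.5 per Mb over arms 2L, 2R, 3L and 3R together, 26.1 per Mb on X and 53.1 per Mb on chromosome 4. Single autosome arms ranged from 27.6 per Mb on 3L to 34.3 per Mb on 2R, so X lay close to 3L and the autosome arms differed among themselves by more than X differed from 3L. The density on X was 0.856 of that on the autosome arms together. In the lists alone this ratio was 0.842 in replicate 1 and 0.845 in replicate 2. Counting base pairs covered moved the ratio most, to 0.802, and the upper 50% of each list by score gave 0.909. Chromosome 4 was 1.74 times as dense as the autosome arms for reproduced loci, with 70 loci on a span of 1.32 Mb. These densities count called peaks, so a difference in detection between the arms is not excluded.

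**Figure D3:**
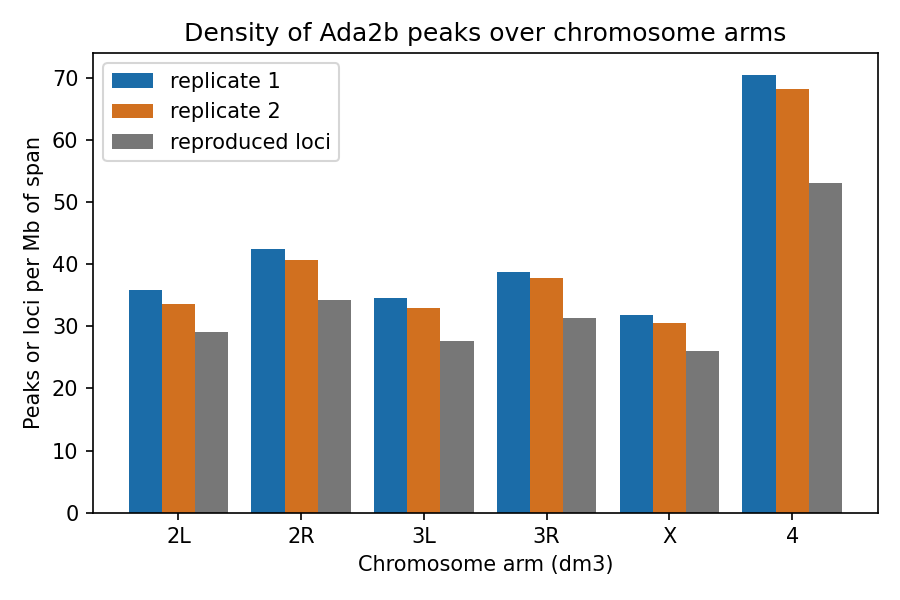
Bars give the number of Ada2b peaks (replicate 1, replicate 2) or reproduced loci per Mb of the span between the first and last peak (y axis) on each chromosome arm of dm3 (x axis). Chromosome 4 stands highest, with 70.5, 68.2 and 53.1 per Mb, and X lowest, with 31.8, 30.5 and 26.1 per Mb.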

Values the study reported

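The study reported 1650 sites bound by canonical SAGA and 267 sites bound by Ada2b without the other SAGA subunits examined. Mapping the latter to genes gave 189 TSSs at a distance of up to 1 kb, and 50% of the associated genes were tRNA genes. Of all Ada2b peaks, 42% had no overlap with Spt3. These values come from peak sets of Ada2b, Spt3 and Sgf11 that the study placed in a different data series. The Ada2b lists used here are from the Ataxin-7 mutant, and this series has no Spt3 or Sgf11 library. The peak sets behind the study's values were not analysed here.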

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

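Of the 31 recomputed values, 23 carried a test. None of these reversed or changed sides of the test's threshold. The other values had no test, and a number of loci cannot reverse. Rotation changed the random placements alone, so its shares equal the main ones by construction. The share of peaks found in both lists ranged from 77.2% to 84.8% in replicate 1 and from 80.2% to 87.7% in replicate 2 over 6 alternatives each. The difference in median log2 score was at least 1.30 in replicate 1 and at least 1.37 in replicate 2 over 3 alternatives each. Spearman's rho ranged from 0.742 to 0.897.

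The reproduced set moved from 3750 to 1942 loci with the upper 50% of each list by score, since fewer peaks enter by construction. The other 4 alternatives gave between 3401 loci, with loci within 500 bp merged, and 3669 loci. The density of loci on X relative to the autosome arms moved from 0.856 to 0.802 when base pairs covered were counted, beyond the SD of 0.00215 between the lists; the cause was not tested. It ranged from 0.842 to 0.845 in the single lists, each leaving out 1 replicate, a smaller shift but also beyond that SD. It was 0.909 in the upper 50% by score, a shift as large as that for base pairs covered, with a chi-square p of 4e-07. The ratio stayed under 1 in each of these alternatives. An SD from 2 lists is itself poorly determined, and these lists share most of their peaks. That SD does not measure the counting error of the ratio, so the shifts are not shown to exceed that error.

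Leaving out peaks at a local control of 200 or more fragments, chosen after the data were examined, gave shares of 80.9% and 85.0%. Alternatives for distances to TSSs and tRNA genes were not run, since no dm3 annotation was used here. No paired analysis was possible because a single group had lists and its results compare the 2 replicates with each other. The ceiling of 400 fragments limits comparisons among the strongest peaks, and a Poisson error of about 10.4% to 11.04% at the median pileup limits the ranking of the weaker ones.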

Other observations

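The tests of peaks found in a single list, of peaks near the control ceiling, of the strong X chromosome peak and of merged loci in windows were chosen after these values had been seen. The criteria for the X chromosome background and for random placement in windows were set before those tests were run, but after the patterns had been noticed. Among biological explanations, fewer copies of the X chromosome was examined, and that test did not decide the question. Both libraries belong to 1 group, so no comparison between groups was possible. Their replicate names in the labels begin with different numbers, which mutant H2B, ubiquitinated H2B and total chromatin libraries share; what these numbers mark is not stated, and with 1 Ada2b list for each a batch and the replicate cannot be told apart.

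A total of 847 peaks were found in replicate 1 alone, and replicate 2 was the shallower library. When the pileup and background of these peaks were scaled to the depth of replicate 2 with Poisson noise added, 89.98% stayed above the lowest −log10 p of that list, and 84.9 of 847 were lost on average over 20 draws. The lowest −log10 p at a summit is a lenient mark. Called peaks were also at least 200 bp wide, and width was not modelled, so these shares may overstate how many peaks would be called. The projection therefore does not exclude lower depth for the 847 peaks. Replicate 2 in turn held 664 peaks that were absent from the deeper list, which argues against its lower depth as the whole cause of the difference between the lists. Peaks called in 1 list are selected partly for upward noise, so the pileup was also lowered by 2 Poisson SD before scaling to the depth of the other library. Of the peaks found in replicate 2 alone, 75.2% still stayed above the lowest −log10 p of the other list. Of those found in replicate 1 alone, 44.7% did. Noise of that size, together with the lower depth of replicate 2, may account for many of these replicate 1 peaks. Because width was not modelled, the value of 75.2% does not exclude counting noise for the peaks found in replicate 2 alone. Lowering every peak by 2 SD is a severe case, and variation between the libraries beyond counting noise was not tested.

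The strongest peak found in 1 list alone was on chromosome X from 10817727 to 10819846 (dm3), in replicate 1, and was singled out after its values were seen. It was 2120 bp wide, with a fold enrichment of 12.3, −log10 q of 267 and a pileup of 384 fragments. The nearest peak of replicate 2 lay 1666 bp away. The peak ranked 3 in its list, far from the calling threshold. Since the peak was picked for its strength, this rank describes it and does not test that explanation. The local control was 121 fragments, under the 200 taken as the mark of repeated sequence but higher than at 93.0% of the X chromosome peaks of the list. A control of this size predicts a pileup of 34.4 fragments without enrichment, and the observed pileup was 11.2 times as high. Copies of the sequence in the control therefore do not account for the peak, although a modest excess of copies is not excluded. It was the widest of the 74 peaks of replicate 1 with a pileup of 300 or more, whose median width was 587 bp. DNA present in that library alone, or a difference between the embryo collections, may account for it; neither was tested.

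On X, 53.0% of the peaks of replicate 1 and 45.8% of those of replicate 2 had the lowest background of the list, against 12.9% and 20.1% on the autosome arms (Fisher's exact test, two-sided, p = 2.20e-112 and p = 7.75e-42). Fewer copies of the X chromosome in a mixture of sexes is a candidate explanation. It would place the 90th percentile of the local control on X between 0.70 and 0.85 of that on the autosome arms in both lists. Peaks at a local control of 200 or more fragments were left out of these percentiles. The ratio was 0.835 in replicate 1 and 0.858 in replicate 2, inside the range in 1 list and just outside it in the other. On chromosome 4, an autosome, the same ratio was 0.921 and 0.755, and the share of peaks at the lowest background was 46.2% and 71.1%. The range was thus reached without a lower copy number, so the criterion does not separate the explanations and the question stays open.

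In replicate 1, 16 peaks had a local control of 360 or more fragments, of which 7 were mitochondrial and 6 on unplaced U sequence. Replicate 2 had 13 such peaks. Their median pileup was 1.29 times the value predicted without enrichment in replicate 1 and 1.47 times in replicate 2, against 2.79 and 3.21 at the other peaks. The ceiling itself would have kept the median at or under 1.57 and 2.26, so this test had no way to reach the level of the other peaks and says nothing about enrichment there. After correcting both libraries for the ceiling, the medians were 2.63 and 1.87 times, against 3.03 and 3.45 at the other peaks, a correction that assumes evenly spread fragments. Whether duplicate removal produced these peaks or hid their enrichment cannot be told apart, because the measure is saturated.

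The densest window of 50 kb held 15 reproduced loci, on chromosome 2R from 6411188 to 6451960 (dm3). Random placement of the loci along the arms gave a median maximum of 8 and a highest maximum of 12, with a one-sided permutation p of 0.001, the smallest that 1000 placements can give. Several of these loci are close neighbours. With loci within 500 bp merged, the same stretch held 6 loci, under the median maximum of 8 for random placement of the 3259 merged loci on the arms. The count of 15 may therefore reflect broad regions split into several peaks, and it does not show that separate regions cluster there. After merging, the densest window was elsewhere, on chromosome 2R from 2019227 to 2066235, with 11 loci and a one-sided permutation p of 0.009. Most of the 15 loci were weak, with a median fold enrichment of 2.45 in both lists, and their local control of 118 and 121 fragments was not raised to the level of repeated sequence. The genes in these windows were not analysed.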
